A study of Tristaniopsis glauca with 5 samples. Its data were reported in "Transcriptome data from three endemic Myrtaceae species from New Caledonia displaying contrasting responses to myrtle rust (Austropuccinia psidii)" (2019).

How the data were processed

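Leaf RNA of 5 individual nursery plants was measured by RNA sequencing. Per the labels the leaves were mature, while the methods of the study say that the youngest leaves were harvested, so leaf age is uncertain. RNA was extracted with a CTAB protocol and libraries were made with the Illumina TruSeq RNA kit. According to the methods of the study, a plant was classed as infected if symptoms were seen at sampling or at any earlier inspection, so the label does not state the symptoms of the sampled leaf. Each sample is 1 plant, and groups were taken from the rust phenotype in the labels, with 4 infected plants and 1 healthy plant.

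The submitters' processing notes name cutadapt, BWA 0.7.12 and edgeR 3.14.0. Cleaned paired reads were assembled by the authors with Trinity from 1 plant, infected replicate 2, keeping the longest isoform of each assembled gene, and the reads of all 5 plants were aligned to that assembly. The deposited count table gives whole reads per transcript and plant, with no normalization. Of the counts between 1 and 20, 71.1% were even, so mates of a pair appear to be counted separately and counting intervals are narrower than the number of fragments allows. The deposited RPKM values equal the counts divided by transcript length in kilobases and by library size to within 5.23e-12. The authors' deposited comparison table gives a log2 fold change, an average log2 CPM, a p-value and an adjusted p-value for each transcript. Coding regions were predicted by the authors with FrameDP, and product names came from sequence searches against protein databases. Transcripts of gene families can share reads, and single members of such families are therefore uncertain. No genome was used here, so positions are bases of the assembled transcript.

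Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM scaling, the quasi-likelihood test and Benjamini-Hochberg adjustment, over all 5 plants with group as the only term. As in the methods of the study, transcripts with a CPM summed over plants above 1 and reads in at least 2 plants were kept, and calls needed an adjusted p under 0.05 and an absolute log2 fold change of at least 1. This left 62020 transcripts, of which 30637 had a Eucalyptus locus name. The common biological coefficient of variation was 0.996. CPM are counts scaled to library size, with TMM factors unless stated. Fold changes of means are ratios of TMM-scaled CPM, and list medians are medians of their log2 values over tested members, with transcripts at 0 in the healthy plant at their bound. Total counts ranged from 16424088 to 23014736 per plant. Where the healthy plant had 0 counts, the fold is a lower bound against 3 counts in its library, and where it had 1 to 3 counts no fold is given. Intervals are exact binomial at 95% and, like the floor, cover counting error only.

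Before the data were examined, 28 product lists were fixed as text patterns on the annotation, and tested with camera of limma 3.58.1 (preset correlation 0.01), with camera with an estimated correlation and with fry, adjusted over the 28 lists. The lists cover chitinases, beta-1,3-glucanases, PR-10, PR-1 and thaumatin-like proteins, peroxidases, polyphenol oxidases, ACC oxidases, Kunitz inhibitors, WRKY factors, NLR proteins, receptor-like kinases, salicylate, jasmonate, phenylpropanoids, terpene synthases, cytochrome P450s, glutathione S-transferases, heat shock proteins, photosynthesis, plastid and mitochondrial products, ribosomal proteins, cell division, wall loosening, auxin, senescence, retrotransposons and fungal-type products. The transcripts named were, by a rule fixed at the same time, up to 2 members of each list with the smallest p and the 2 smallest p per direction in the authors' table. The rule also asked for the 10 highest and lowest called transcripts, of which there were none, and for the most counted transcript of each non-plant organism, of which none was named. Of the transcripts the rule gives, 42 are named, and 15 more were chosen after their values were seen. Lists of arthropod products and of other fungal products were written later, before their counts were seen.

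The distance between plants was the root mean square log2 difference of the 500 most different transcripts of each pair, on log2 CPM with a prior count of 2. Enrichment of the authors' calls in lists was tested with Fisher's exact test, two-sided, among the transcripts of their table.

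The tests were checked on simulated counts with these means and library sizes, 200 changed transcripts and 2 levels of dispersion. With the dispersion of these plants the quasi-likelihood test recovered 0 of 67, 0 of 67 and 0 of 66 transcripts changed 4-fold, 16-fold and 64-fold, with 57, 66 and 64 in the right direction. The exact test recovered 0, 3 and 14, with 90 false calls. With a coefficient of 0.2 the quasi-likelihood test recovered 66 of 67, 67 of 67 and 66 of 66, with 14 false calls. A changed list of 60 was found by camera (p of 7.49e-13, and 0.00286 with an estimated correlation) and an unchanged one was not (0.863). Simulated transcripts were drawn independently of each other, so this check says nothing of false list calls where members are correlated. In the data the estimated correlation was 0.0402 for receptor-like kinases, 0.105 for WRKY factors and 0.367 for PR-10 proteins.

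The alternatives were other scaling factors, filters and tests, including DESeq2 1.42.0, the RNA integrity number as a covariate, and leaving out each infected replicate in turn. Fits on Eucalyptus-named transcripts and on fewer plants were added after the data were seen. A share of counts by source organism, and a fit without transcripts of other organisms, could not be run because the product names give no organism other than Eucalyptus grandis.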

Results

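Leaf RNA was sequenced from 5 individual nursery plants of Tristaniopsis glauca, a Myrtaceae tree endemic to New Caledonia. The labels class 4 plants as infected with myrtle rust, a leaf disease caused by the fungus Austropuccinia psidii, and 1 plant as healthy. Infected replicates 1, 2, 3 and 4 are the plants Tg2, Tg4, Tg5 and Tg6, and the healthy plant is Tg3. Reads were counted on 76982 assembled transcripts, of which 52561 carry at least 1 predicted coding region and 32532 carry the name of a Eucalyptus grandis locus, used below as a sign of a plant transcript. Total counts were 16440848, 23014736, 18541268 and 16424088 in infected replicates 1 to 4 and 19691181 in the healthy plant. Transcripts with a Eucalyptus locus name took 83.6%, 70.7%, 80.5% and 84.0% of these counts in infected replicates 1 to 4 and 84.0% in the healthy plant. The RNA integrity number was 7.5, 8.1, 7.8 and 8 in the infected replicates and 7.4, the lowest value, in the healthy plant.

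The first comparison asked which leaf transcripts differ between plants classed as infected and the plant classed as healthy. Transcripts of receptor-like kinases and of WRKY transcription factors, regulators of plant defence, were higher as lists in infected plants. Of the tested WRKY transcripts 56 (45.5%) were higher in every infected plant and 12 (9.76%) lower in every one (camera, adjusted p = 6.32e-08), and of 1733 transcripts in the receptor-like kinase list 590 and 202 (camera, adjusted p = 0.00108), and both lists had adjusted p = 0.793 with an estimated correlation. Of that list 173 members are not named kinases, among them receptor-like proteins and toll/interleukin-1 receptor-like proteins. The 1560 named kinases, a part chosen after the data were seen, had 517 higher and 193 lower in every infected plant (adjusted p = 0.00230, and adjusted p = 0.793 with an estimated correlation). Over all 62020 tested transcripts 16.1% were higher and 16.2% lower in every infected plant.

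The edgeR quasi-likelihood test called 0 of the 62020 transcripts, with a smallest adjusted p of 0.915. At an unadjusted p under 0.05 it gave 1753 transcripts, 1341 higher and 412 lower in infected plants. DESeq2 called 820 (772 higher and 48 lower), and the edgeR exact test with a common dispersion called 2, both lower. The limma-voom test called 0, with 1210 at an unadjusted p under 0.05. Of these only 28.7% were higher in infected plants, against 76.5% in the quasi-likelihood test and 55.7% in that test without infected replicate 2. The larger number of higher transcripts thus depended on the test and on that plant. Of the 820 transcripts called by DESeq2, 449 had at most 3 counts in infected replicates 1 and 4 and the healthy plant together, and 358 had all 4 infected plants on the same side of the healthy plant. The healthy group is 1 plant, so a difference between individuals and a difference between phenotypes cannot be separated, and the spread comes from the infected plants alone. In data simulated with the dispersion of these plants the quasi-likelihood test recovered 0 of 66 transcripts changed 64-fold.

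Receptor and signalling transcripts were among those with the smallest p of their lists. The values below are CPM, counts scaled to library size with TMM factors, with the SD of the 4 infected plants (n = 4). A cysteine-rich receptor-like protein kinase 29 (TRIGL_g470600) was at 36.9, 38.9, 22.5 and 16.2 CPM in infected replicates 1 to 4 and 0.489 in the healthy plant, 58.6-fold higher on average (log2 fold change 5.86 ± 1.01 SE, adjusted p = 0.915). A toll/interleukin-1 receptor-like protein (TRIGL_g267020, coding region at bases 1 to 787) was at 9.97 ± 3.58 CPM and had 0 counts in the healthy plant, at least 68.0-fold higher against a floor of 3 counts in that library. A TMV resistance protein N-like transcript (TRIGL_g449380) was at 4.77 ± 1.09 CPM, at least 32.5-fold higher than the same floor. WRKY transcription factor 51 (TRIGL_g362950) was at 10.8 ± 4.54 CPM against 0.586, and WRKY transcription factor 72 (TRIGL_g256310) at 3.58 ± 1.76 CPM against 0 counts, at least 24.4-fold. A calmodulin-binding protein 60 F transcript (TRIGL_g085280), of a family with regulators of salicylate synthesis, was at 4.02 ± 1.46 CPM against 0 counts, at least 27.4-fold. The senescence-associated carboxylesterase 101-like transcript (TRIGL_g080230), a lipase-like immune regulator, was 8.55-fold higher (46.8 ± 17.4 against 5.47 CPM). A disease resistance protein RML1B transcript (TRIGL_g645560) was the other way, at 0.602 ± 0.246 CPM in infected plants and 19.8 in the healthy plant. The adjusted p of each transcript named in this paragraph was 0.915 in the quasi-likelihood test.

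Over all tested transcripts the median edgeR log2 fold change was 0.301, so a list median above 0 is not by itself a list effect. With transcripts at 0 in the healthy plant taken at their lower bound, the median log2 ratio of infected to healthy was 1.26 for WRKY factors and 0.96 for receptor-like kinases. Both calls come from camera with a preset correlation of 0.01, and fry gave an adjusted p of 0.803 for both. The mean log2 difference of the Eucalyptus-named members from the healthy plant was 1.77, 1.89, 2.18 and 0.79 in infected replicates 1 to 4 for 78 WRKY factors. For 1049 receptor-like kinases it was 1.06, 0.78, 0.88 and 0.51. Regulators of salicylate signalling and systemic immunity (66 higher and 18 lower in every infected plant of 223, adjusted p = 0.0403, median 0.89), transcripts of jasmonate synthesis and response (26 and 8 of 116, adjusted p = 0.0203, median 0.84) and glutathione S-transferases, which detoxify reactive compounds (30 and 8 of 112, adjusted p = 0.0454, median 0.72), were also higher by camera. For these 3 lists the adjusted p = 0.793 with an estimated correlation. The salicylate call was lost without infected replicate 1 (adjusted p = 0.168) or 4 (0.0691) and with upper quartile scaling (0.0727), the jasmonate call without infected replicate 2 (0.0510) or 3 (0.112), and the glutathione S-transferase call without infected replicate 3 (0.112) or 4 (0.0813) and without TMM factors (0.0545). With the RNA integrity number as a covariate the adjusted p was 0.270 for jasmonate and 0.466 for glutathione S-transferases, and without a filter on low counts it was 0.0895 for salicylate, 0.0824 for jasmonate and 0.0895 for glutathione S-transferases. NLR resistance proteins, the intracellular immune receptors, did not pass (adjusted p = 0.316), although 25.4% of 2116 members were higher in every infected plant and 12.7% lower, and with Eucalyptus-named transcripts alone, a fit chosen after the data were seen, the adjusted p was 0.0297, and adjusted p = 0.850 with an estimated correlation. In the 28 lists 0 members were called by edgeR, over all transcripts or adjusted over the list alone. DESeq2 called 41 receptor-like kinases higher and 5 lower (43 of the 46 with a Eucalyptus locus name), 22 NLR proteins higher and 5 lower (25 of 27), 9 WRKY factors higher (8 of 9) and 6 PR-1 and thaumatin-like transcripts higher (5 of 6), and in each other list but ribosomal proteins at most 9, all higher. Of cytosolic ribosomal proteins it called 23 higher and 1 lower, none of them with a Eucalyptus locus name. These counts depend on list size. DESeq2 called 27 of 2116 NLR proteins and 820 of all 62020 transcripts, which are similar shares. The NLR count was therefore no excess of calls. Enrichment of DESeq2 calls in the lists was not tested. The WRKY list comes from products that the study named partly on these plants, so it is not independent evidence of a direction.

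Transcripts of pathogenesis-related (PR) proteins, which plants make in defence, had their highest sums in infected replicates 2 and 3 in each of 4 lists. The summed CPM of 47 tested chitinases was 425, 3387, 1746 and 272 in infected replicates 1 to 4 and 1042 in the healthy plant. For 52 PR-1 and thaumatin-like transcripts the sums were 250, 1600, 4334 and 1344, with 254 in the healthy plant. For 72 beta-1,3-glucanases they were 433, 1873, 2462 and 475, with 552 in the healthy plant. PR-10 and Bet v 1-like proteins summed to 4211, 8959, 7810 and 4642, with 3802 in the healthy plant.

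**Figure D1:**
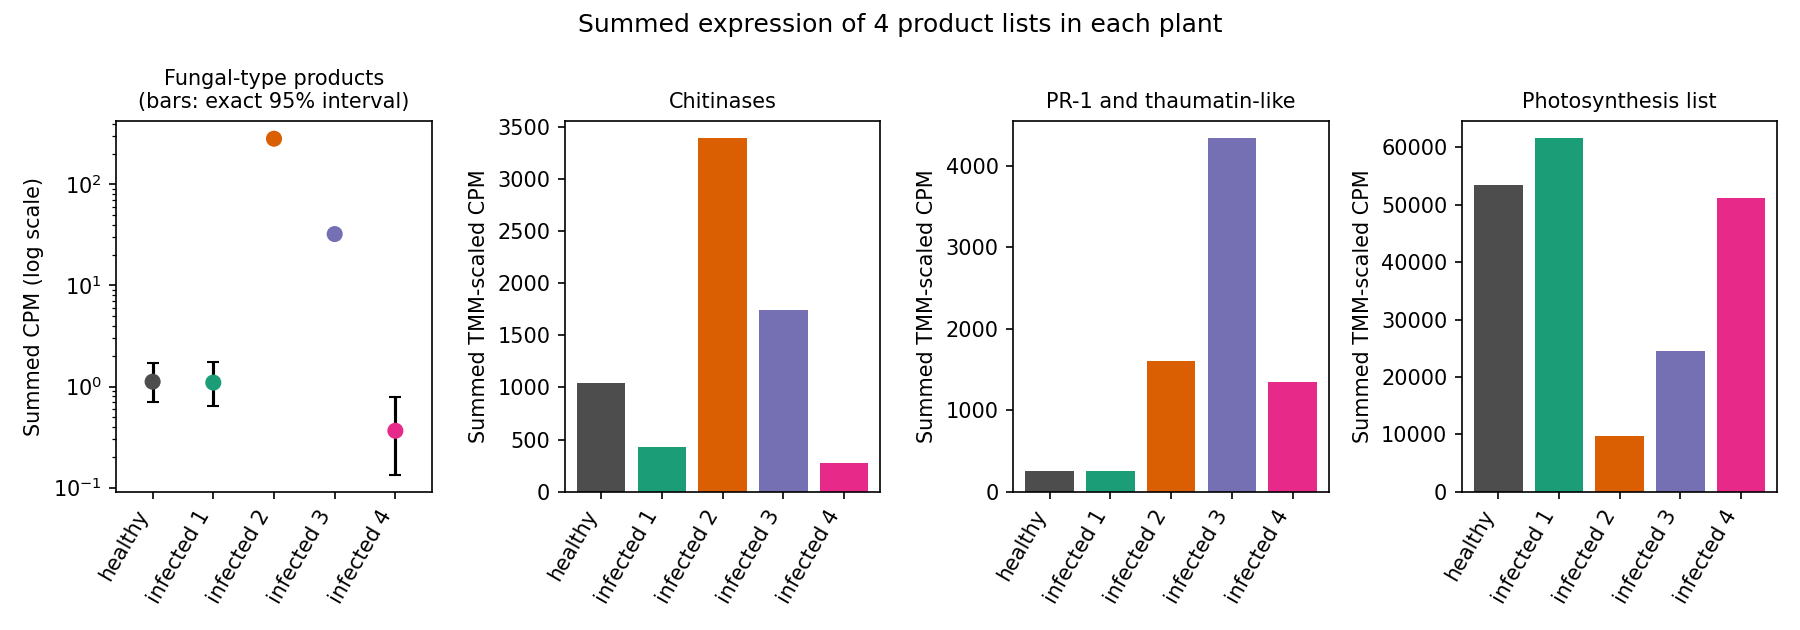
Summed CPM in each of the 5 plants for fungal-type products (log axis, library-size CPM, bars are exact 95% binomial intervals), and TMM-scaled CPM for chitinases, PR-1 and thaumatin-like proteins and the photosynthesis list (linear axes from 0). Fungal-type products reach 283 and 32.3 CPM in infected replicates 2 and 3, and the photosynthesis list is at 9663 CPM in infected replicate 2 against 53391 in the healthy plant.

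Among these lists chitinases (14 higher and 5 lower in every infected plant, adjusted p = 0.0403) and PR-10 proteins (15 and 5 of 62, adjusted p = 0.00509) were higher by camera, and both had adjusted p = 0.793 with an estimated correlation. Their median log2 ratios were 2.03 and 2.53 with transcripts at 0 in the healthy plant at their bound. Neither call held without infected replicate 2, when the adjusted p was 0.158 for each, or with the RNA integrity number as a covariate (0.868 and 0.830), and the chitinase call was lost without infected replicate 3 (0.167), by limma-voom (0.119), without a filter on low counts (0.0502) and with a filter of CPM of 1 or more in all plants of either group (0.249). PR-1 and thaumatin-like proteins (10 and 3 of 52, adjusted p = 0.316, and 0.0336 without infected replicate 1, and adjusted p = 0.793 with an estimated correlation on all 5 plants) and beta-1,3-glucanases (12 and 14 of 72, adjusted p = 0.585) did not pass. The abundant major allergen Pru ar 1 transcript (TRIGL_g116360), a PR-10 protein, was at 957, 2826, 3143 and 1321 CPM in infected replicates 1 to 4 and 178 in the healthy plant, 11.6-fold higher on average. A second transcript of this product (TRIGL_g643300) was at 71.1, 5.81, 5.96 and 12.1 CPM against 0.293. A pathogenesis-related protein 1C transcript (TRIGL_g104050) was at 69.6 ± 26.2 CPM (SD, n = 4) against 2.49, 27.9-fold higher. Chitinase 4 (TRIGL_g204980) had 22, 1044, 462 and 18 counts in the infected replicates and 1 in the healthy plant. Glucan endo-1,3-beta-glucosidase 7 (TRIGL_g696330) was 14.6-fold higher (14.3 ± 6.14 against 0.977 CPM). Chitinase-like protein 2 (TRIGL_g065490) was lower, at 26.1 ± 30.1 CPM against 184, and a thaumatin-like transcript (TRIGL_g120440) at 26.7 ± 8.05 against 85.9. The adjusted p of each was 0.915 in the quasi-likelihood test. The chitinase, glucanase and PR-10 lists were chosen by the study partly on these plants and are not independent evidence.

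The remaining defence and metabolism lists did not pass in the fit on all plants. Class III peroxidases, secreted oxidases, had an adjusted p of 0.168, ACC oxidases and homologs, which include the enzymes of ethylene synthesis, 0.071, miraculin and Kunitz protease inhibitors 0.498, polyphenol oxidases and laccases 0.368, phenylpropanoid and flavonoid enzymes 0.842, terpene synthases 0.0751, cytochrome P450s 0.168, heat shock proteins 0.337 and senescence-associated products 0.238. The peroxidase, oxidase and Kunitz lists were chosen by the study partly on these plants and are not independent evidence. Polyphenol oxidases and laccases (median log2 ratio 1.09) and terpene synthases (median 0.11) lay lower in the camera test although their medians were above 0. Without infected replicate 2 the adjusted p was 0.00564 for ACC oxidases and 0.0106 for heat shock proteins, higher, and 0.00177 for polyphenol oxidases and laccases and 0.0137 for terpene synthases, lower. With an estimated correlation, on all 5 plants, it was 0.962 for polyphenol oxidases and laccases and 0.793 for the other lists named here with a call in an alternative. Without infected replicate 1 it was 0.0449 for ACC oxidases and 0.0307 for senescence-associated products, higher, and 0.0120 for terpene synthases, lower, and without infected replicate 4 it was 0.0469 for peroxidases, higher. With the RNA integrity number as a covariate it was 0.000174 for heat shock proteins, higher, and 0.000291 for polyphenol oxidases and laccases, lower. With CPM of 1 or more in all plants of either group it was 0.0129 for ACC oxidases, higher, and 0.00230 for polyphenol oxidases and laccases, lower, and with CPM of 1 or more in at least 2 plants 0.0255 for ACC oxidases, higher, and 0.0318 for terpene synthases, lower. With Eucalyptus-named transcripts alone, chosen after the data were seen, it was 0.0297 for cytochrome P450s and 0.0497 for peroxidases, both higher, and 0.642 and 0.850 with an estimated correlation. Kunitz trypsin inhibitor 2 (TRIGL_g051960) was at 5.89, 395, 772 and 43.5 CPM in infected replicates 1 to 4 and 2.25 in the healthy plant. 1-aminocyclopropane-1-carboxylate oxidase 1 (TRIGL_g638030), the last enzyme of ethylene synthesis, was at 15.0, 45.8, 41.8 and 17.3 CPM against 3.81, 7.87-fold higher on average. Higher levels in every infected plant were also found for cytochrome P450 71A9-like (TRIGL_g725550, 12.7 ± 5.74 against 0.195 CPM), P450 CYP72A219 (TRIGL_g469190, 27.0 ± 4.67 against 5.77), S-linalool synthase (TRIGL_g753170, 11.2 ± 3.82 against 0.782) and heat shock protein 90-1 (TRIGL_g477950, 32.7 ± 10.2 against 4.59). Against 0 counts in the healthy plant, glutathione S-transferase U28 (TRIGL_g425020) was at least 42.8-fold higher, peroxidase 11 (TRIGL_g180770) at least 11.9-fold and a 13S-lipoxygenase 2-1 transcript of jasmonate synthesis (TRIGL_g111280) at least 4.07-fold. Lower in every infected plant were laccase-4 (TRIGL_g286590, 0.254 ± 0.195 against 3.57 CPM), laccase-9 (TRIGL_g715400, 8.92 ± 4.54 against 48.5), caffeoyl-CoA O-methyltransferase of lignin synthesis (TRIGL_g284390, 13.1 ± 5.61 against 78.6), a germacrene B synthase (TRIGL_g228830, 0.481 to 2.44 against 9.19) and the cysteine protease SAG12, a marker of leaf senescence (TRIGL_g742070, 4.31 ± 4.18 against 32.3). Each of these transcripts had an adjusted p of 0.915.

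Transcripts of the light-harvesting complexes and photosystems had their lowest sum in infected replicate 2. The summed CPM of 185 tested members was 61570, 9663, 24572 and 51190 in infected replicates 1 to 4 and 53391 in the healthy plant. The mean log2 difference of 86 Eucalyptus-named members from the healthy plant was 0.04, -2.03, -0.85 and -0.18. The list was lower by camera (adjusted p = 0.002, median log2 ratio -0.31), with 38 members lower and 17 higher in every infected plant, and adjusted p = 0.793 with an estimated correlation. The mean log2 ratio of the list was 0.08, opposite in sign to the median and the test. With the RNA integrity number as a covariate the direction turned (adjusted p = 0.255), and without infected replicate 2 or 3 the adjusted p was 0.196 or 0.0525. Of the members 54 are products of plastid genes, and the 131 others, a part chosen after the data were seen, had 30 lower and 6 higher in every infected plant (adjusted p = 3.16e-06, and adjusted p = 0.793 with an estimated correlation). A transcript of the plastid-encoded photosystem II reaction center protein Z (TRIGL_g044250) had 0 counts in the healthy plant and 0.914 ± 0.667 CPM in infected plants.

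Growth and housekeeping lists did not pass in the fit on all plants. Expansins and other wall-loosening proteins had an adjusted p of 0.498, auxin response 0.149, cell division and histones 0.976, cytosolic ribosomal proteins 0.498, plastid-encoded products 0.723, mitochondrion-encoded products 0.267 and retrotransposons 0.348. For wall loosening (median log2 ratio 0.997), auxin response (0.12) and cell division (0.34) the median was above 0 and the test direction lower, and without infected replicate 2 the adjusted p of wall loosening was 0.0213, lower. With the RNA integrity number as a covariate wall loosening (adjusted p = 0.0183) and auxin response (adjusted p = 0.0320) were lower, and with CPM of 1 or more in all plants of either group wall loosening was lower (adjusted p = 0.0394) and mitochondrion-encoded products higher (adjusted p = 0.0476). With an estimated correlation, on all 5 plants, the adjusted p was 0.962 for wall loosening and 0.793 for auxin response and mitochondrion-encoded products. A xyloglucan endotransglucosylase/hydrolase transcript (TRIGL_g133260), which remodels the wall of growing cells, was at 753 CPM in the healthy plant and 33.1 ± 24.4 in infected plants. Auxin response factor 18 (TRIGL_g666800) was at 42.3 and 12.3 ± 5.14 CPM, a Pol polyprotein transcript of transposon TNT (TRIGL_g725790) at 14.1 and a mean of 1.68, and ubiquitin-40S ribosomal protein S27a-1 (TRIGL_g600810) at 4.79 and 0.304 ± 0.168. Higher in every infected plant were kinesin-like protein KIF22 (TRIGL_g484340, 30.7 ± 15.8 against 0.635 CPM), maturase K (TRIGL_g362850, 44.4 ± 19.5 against 3.52) and a mitochondrial ATP synthase subunit alpha (TRIGL_g116370, 135 ± 109 against 13.1). The adjusted p of each was 0.915.

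**Figure D2:**
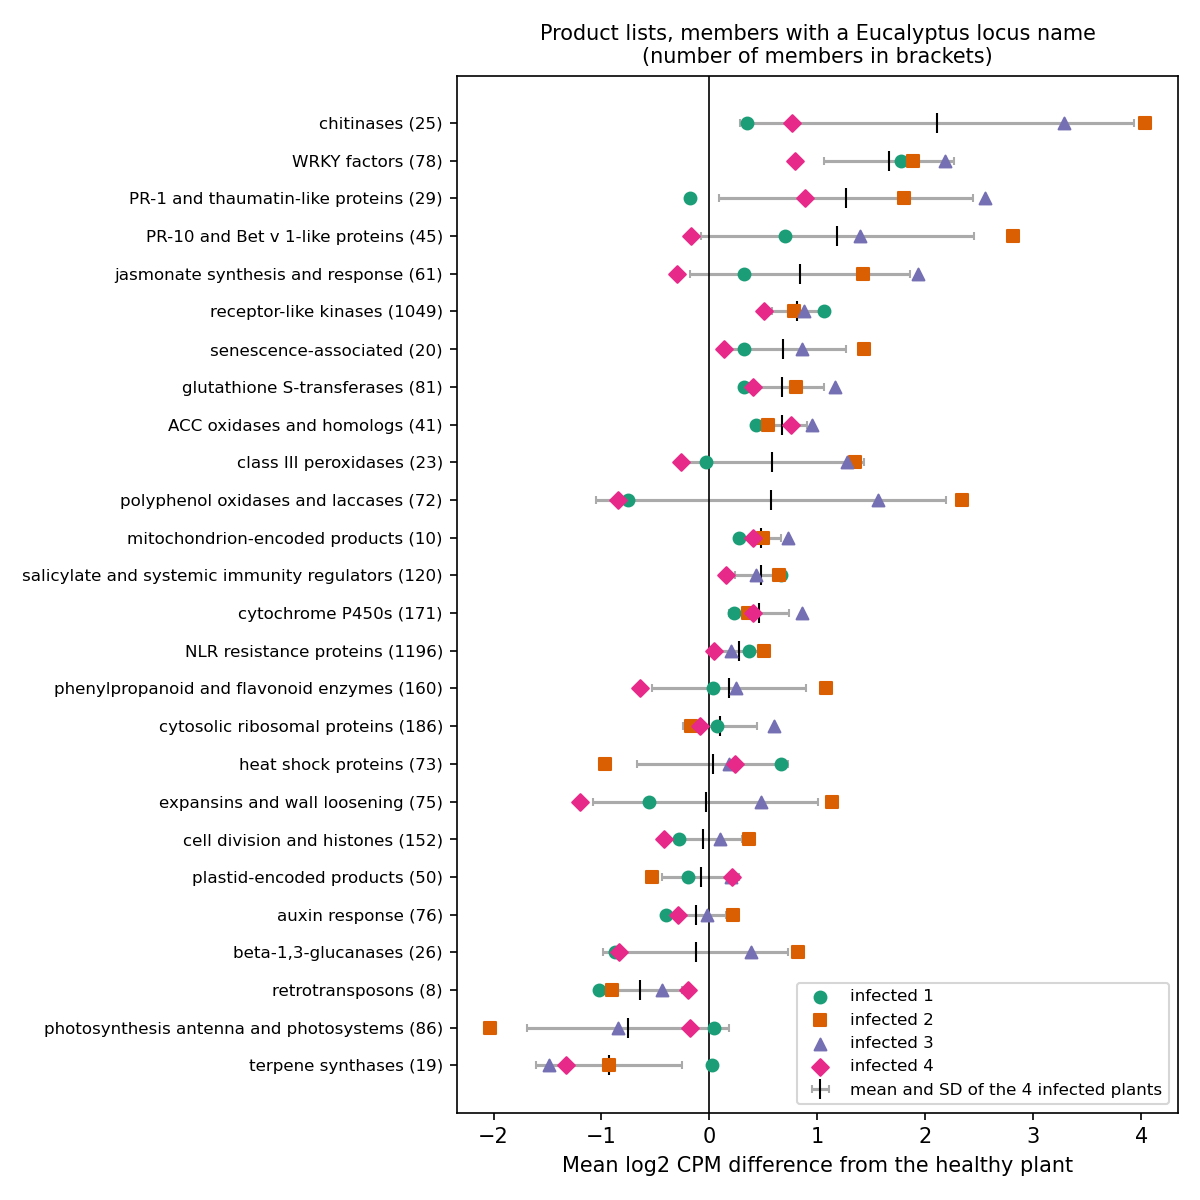
Mean log2 CPM difference of each infected plant from the healthy plant over the Eucalyptus-named members of each product list with a mean of at least 1 CPM (number of members in brackets, lists with 5 or more), with the mean and SD of the 4 infected plants. The 4 infected plants lie between 0.79 and 2.18 for WRKY factors and between -2.03 and 0.04 for the photosynthesis list.

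Fungal RNA was looked for through products that fungi make and plants are not known to make. Those matched were chitin synthases, chitin synthase export chaperones and chitin deacetylases. An arthropod source of them stays open, as given below. These 23 transcripts, none with a Eucalyptus locus name, held 6509 counts in infected replicate 2 and 598 in infected replicate 3. Infected replicates 1 and 4 held 18 and 6 counts, and the healthy plant 22. In CPM without TMM factors this was 283 (exact binomial 95% interval 276 to 290) and 32.3 (29.7 to 34.9) in infected replicates 2 and 3, 1.09 (0.649 to 1.73) and 0.365 (0.134 to 0.795) in infected replicates 1 and 4, and 1.12 (0.70 to 1.69) in the healthy plant. The most counted, a putative chitin deacetylase (TRIGL_g669590, coding region at bases 273 to 1034), had 1818 and 213 counts in infected replicates 2 and 3, 2 each in infected replicates 1 and 4 and 0 in the healthy plant. As a list these products were higher by camera (18 tested, 1 higher in every infected plant, adjusted p = 0.0131, median log2 ratio 4.13 at the bounds), with adjusted p = 0.793 with an estimated correlation. The adjusted p was 0.158 or 0.0615 without infected replicate 2 or 3 and 0.868 with the RNA integrity number as a covariate. The intervals cover counting error only. The transcripts were assembled from infected replicate 2, so fungal transcripts absent from that plant could not be counted.

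The annotation named no rust fungus, arthropod, bacterium or oomycete, so no share of counts by source organism could be given. The patterns for other fungi and for viruses matched 10 and 140 transcripts, led by a golgin and a tobamovirus multiplication protein of Eucalyptus, which are plant products.

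The next comparison asked whether the healthy plant stood apart from the infected plants. The difference between the kinds of pair was smaller than the spread within each. The mean leading log2 distance over 500 transcripts was 7.09 ± 1.82 (SD, 4 pairs) between the healthy and an infected plant and 7.39 ± 1.87 (6 pairs) between infected plants. With Eucalyptus-named transcripts alone, chosen after the data were seen, the order turned, at 5.85 and 5.76. Infected replicate 2 lay farthest, at a mean of 8.46 from the other plants, and infected replicates 2 and 3 were the closest pair at 5.23. The reference was assembled from infected replicate 2. Transcripts present only in that plant could therefore be counted, and those present only in another plant could not. This bears on the distances of that plant, which enters more of the infected pairs than of the healthy ones, and on its calls below. How much was not tested. Over all transcripts the closest pair was the healthy plant and infected replicate 4 (1.28), with 1.59 between infected replicates 2 and 3. When each plant in turn was set against the other 4, the edgeR quasi-likelihood test called 0 transcripts for every plant, with 3353, 7304, 1233 and 2071 at an unadjusted p under 0.05 for infected replicates 1 to 4 and 1753 for the healthy plant. The edgeR exact test with a common dispersion called 4, 8249, 0 and 0 for infected replicates 1 to 4 and 2 for the healthy plant. With Eucalyptus-named transcripts alone, chosen after the data were seen, it called 109, 960, 32 and 1 and 23 for the healthy plant, and with CPM of 1 or more in at least 2 plants 1, 4100, 0 and 0 and 0. With 5 such splits no share under 0.2 is possible.

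The last comparison concerned the authors' deposited table of infected against healthy plants. It holds calls for osmotin, thaumatin-like, endochitinase PR4-like and lichenase transcripts, higher in infected plants, and for a GDSL esterase/lipase, a berberine bridge enzyme-like protein, chitinase-like protein 2 and a xyloglucan endotransglucosylase/hydrolase, lower in infected plants. In the authors' deposited table, 379 of 31378 transcripts passed an adjusted p under 0.05 and an absolute log2 fold change of at least 1, of which 236 were higher and 143 lower, and 273 had a Eucalyptus locus name. Its transcripts and fold changes were those of a fit on the healthy plant and infected replicates 3 and 4 alone, so infected replicates 1 and 2 took no part in it. Of the 236 higher transcripts 212 were above the healthy plant in infected replicate 1 and all 236 in infected replicate 2, and of the 143 lower ones 142 and 126 were below it. Over all listed transcripts 44.7% and 40.6% lay above the healthy plant in these replicates and 55.2% and 59.4% below it. The healthy plant enters both the calls and these comparisons, so they are not independent.

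Calls of the authors' deposited table fell in some defence lists more often than its size gives, and not in others. It called 8 of 34 PR-1 and thaumatin-like transcripts higher (0.256 expected, Fisher's exact test, adjusted p = 3.77e-09), 7 of 25 chitinases (0.188 expected, 1 lower, Fisher's exact test, adjusted p = 7.20e-09), 27 of 1001 receptor-like kinases (7.53 expected, 1 lower, Fisher's exact test, adjusted p = 1.03e-07) and 7 of 87 WRKY factors (0.654 expected, Fisher's exact test, adjusted p = 2.95e-05). Phenylpropanoid and flavonoid enzymes had 6 higher calls among 192 (Fisher's exact test, adjusted p = 0.0185) and 4 lower ones (Fisher's exact test, adjusted p = 0.0792), and polyphenol oxidases and laccases 3 higher among 52 (Fisher's exact test, adjusted p = 0.0319) and 1 lower. Senescence-associated products had 2 higher calls among 20 (Fisher's exact test, adjusted p = 0.0378) and 2 lower ones (Fisher's exact test, adjusted p = 0.0501). Among the other defence lists the authors' deposited table called 0 of 27 members of the PR-10 list higher and 1 lower. That list rests on product names and can miss members of the family. The S-norcoclaurine synthase-like transcript below, called higher, is not in it. Called higher were also 5 of 1114 NLR proteins (8.38 expected), 0 of 53 jasmonate transcripts and 2 of 131 salicylate transcripts (Fisher's exact test, adjusted p = 0.499). Lower calls were enriched among wall-loosening proteins, 4 of 74 (Fisher's exact test, adjusted p = 0.01). The chitinase, WRKY and oxidase lists were chosen by the study partly on these plants and are not independent evidence. Genes are not independent replicates, and these tests describe a table that rests on 3 plants.

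The strongest call by p in the authors' deposited table was a B3 domain-containing protein (TRIGL_g013840, log2 fold change 11.72), with 26, 265, 11864 and 1434 counts in infected replicates 1 to 4 and 2 in the healthy plant. A second transcript of this product (TRIGL_g013850, log2 fold change 10.73 in the authors' deposited table) had 20, 254, 11631 and 1294 counts against 4. A GDSL esterase/lipase (TRIGL_g303910, -6.10 in the authors' deposited table) was at 8.16, 139, 15.3 and 0.733 CPM in infected replicates 1 to 4 and 568 in the healthy plant. Berberine bridge enzyme-like 13 (TRIGL_g645550, -5.87 in the authors' deposited table) was at 3.79 ± 2.05 CPM (SD, n = 4) in infected plants and 140 in the healthy plant, and had the smallest p of the lower transcripts in the quasi-likelihood test (log2 fold change -5.20 ± 0.74 SE, adjusted p = 0.915). The following, all called higher, were chosen after their values were seen. A chalcone synthase called lower (TRIGL_g042110, -4.62 in the authors' deposited table) is given further below. Osmotin (TRIGL_g229860) was at 3.81, 269, 392 and 35.9 CPM in infected replicates 1 to 4 and 0.586 in the healthy plant, and a thaumatin-like transcript (TRIGL_g722340) at 18.1, 296, 1817 and 718 against 4.15. An endochitinase PR4-like transcript (TRIGL_g612830) was at 5.55, 603, 620 and 28.4 CPM against 4.2, and lichenase (TRIGL_g655350) had 26, 3844, 3036 and 165 counts against 2. S-norcoclaurine synthase-like (TRIGL_g659280) was at 4.88, 357, 439 and 395 CPM against 1.66, a polyphenol oxidase (TRIGL_g285210) at 15.3, 147, 439 and 10.3 against 1.07, and chalcone synthase 2 (TRIGL_g469700), which opens flavonoid synthesis, at 60.7, 386, 862 and 29.5 against 3.62. In the quasi-likelihood test over all 5 plants each of these had an adjusted p of 0.915.

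**Figure D3:**
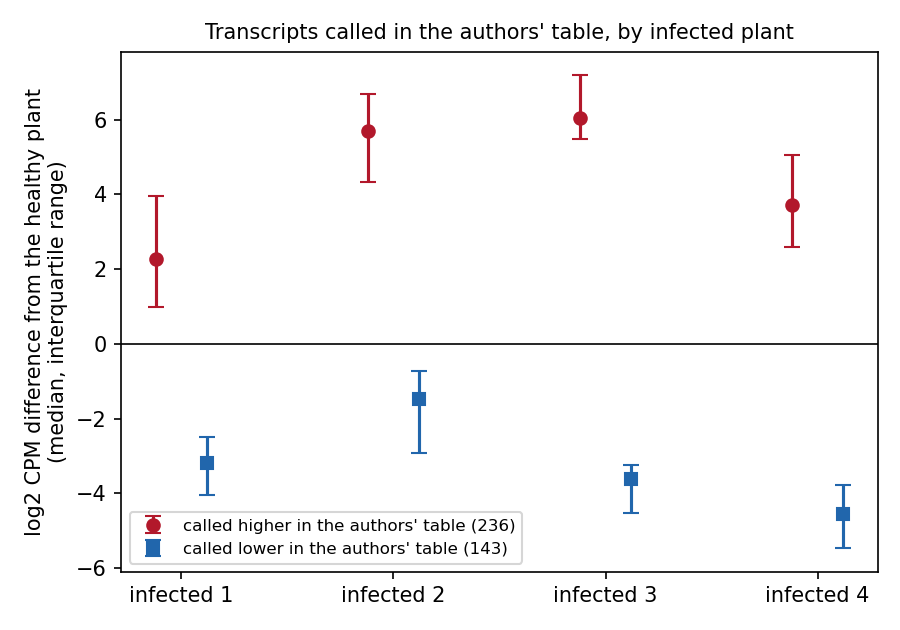
Log2 CPM difference from the healthy plant (median and interquartile range) in each infected plant for the 236 transcripts called higher and the 143 called lower in the authors' deposited table. The medians of the higher calls are 2.26, 5.68, 6.05 and 3.71 and those of the lower calls -3.20, -1.48, -3.62 and -4.57 in infected replicates 1 to 4.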

Values the study reported

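For the nursery plants of Tristaniopsis glauca mapped to their own assembly, the study reported 388 differentially expressed genes, 243 over-expressed and 145 under-expressed in infected individuals, out of 31,379 genes (1.24%). It reported 76,982 unigenes for this assembly and 57,366 protein-coding genes.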

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

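The tests of the cross-talk and arthropod explanations were fixed before their results were seen, and the other tests in this part were chosen after, those of the PR transcripts having first been written for a contrast of plants picked by outcome and then reworded for infected replicate 3. Of 78 values compared among the 4 infected plants 12 stood far from the other infected plants, 3.9 being the number chance gives at 1 in 20 for independent, normally distributed values. CPM were not log-transformed for this, and some values are related, such as those of the B3 domain transcripts TRIGL_g013840 and TRIGL_g013850. The chance number is therefore only a rough guide. The 15 transcripts chosen after their values were seen gave 5 more, to which the chance number does not apply. Of the 17, 11 belong to infected replicate 2 and 2 each to infected replicates 1, 3 and 4.

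Infected replicate 2 had a mean distance of 8.463 from the other plants, with 7.021 for the next infected plant, and a mean Spearman correlation of 0.5574 with them, with 0.7276 for the next. The reference was assembled from this plant, which limits both values. Heat shock proteins summed to 5538 CPM in infected replicate 2, against 7843 or more in the other infected plants. WRKY factors summed to 1640 CPM in infected replicate 4, against 2682 or more in the others. Among PR-10 transcripts, major allergen Pru ar 1 (TRIGL_g643300) was at 71.1 CPM in infected replicate 1 and at most 12.15 in the other infected plants. SAG12 (TRIGL_g742070) was at 10.57 CPM in infected replicate 1 and at most 2.686 in the others. WRKY transcription factor 72 (TRIGL_g256310) was at 0.9617 CPM in infected replicate 2 and at least 4.152 in the others. The B3 domain transcripts TRIGL_g013840 and TRIGL_g013850 were at 599.4 and 587.6 CPM in infected replicate 3 and at most 87.55 and 79.01 in the others. The GDSL esterase/lipase TRIGL_g303910 was at 139.3 CPM in infected replicate 2, against at most 15.26. Polygalacturonase-1 non-catalytic subunit beta (TRIGL_g617040, chosen after its values were seen) was at 180.7 CPM in infected replicate 4, at most 24.25 in the other infected plants and 1886 in the healthy plant. Chalcone synthase (TRIGL_g042110, chosen likewise) was at 243.8 CPM in infected replicate 2, at most 17.32 in the other infected plants and 156 in the healthy plant. The authors' deposited table, which leaves out infected replicate 2, called it lower, and called chalcone synthase 2 (TRIGL_g469700) higher.

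Fungal-type products stood at 282.8 CPM in infected replicate 2 and 32.25 in infected replicate 3, and the chitin deacetylase TRIGL_g669590 (79.48 CPM in infected replicate 2), septin spn4 (TRIGL_g473830, 32.79), C-8 sterol isomerase (TRIGL_g198240, 16.26) and ergosterol biosynthetic protein 28 (TRIGL_g337690, 18.14), the last 3 chosen after their values were seen, followed the same order. Infected replicate 3 was 28.9 times (exact Poisson 95% interval 18.9 to 46.4) the highest of the 3 other plants, by a test set after these values were seen. An assembly made from infected replicate 2 does not by itself give infected replicate 3 reads on these transcripts. But it holds no fungal transcripts absent from infected replicate 2, so it stays open as a cause of the low values of the 3 other plants. Cross-talk between libraries is argued against by 26 of 1732 abundant plant transcripts whose replicate 3 to 2 ratio was below 0.5 times the 0.0919 of the list, the lowest being 0.000904. For arthropod cells the ratio of an arthropod list to other fungal products in infected replicate 2 was 1.85, on the side predicted for arthropods. But 23 of the 32 arthropod members and 17 of 24 fungal ones carry Eucalyptus locus names. This was noticed only afterwards and makes the test void, so this source stays open. In that plant members without such a name summed to 126 CPM for arthropods and 130 for fungi, by library size. Much of this arthropod sum was 1 tropomyosin-like transcript annotated as a Eucalyptus grandis product (TRIGL_g484080). With TMM factors it was at 76.0 CPM there and 57.8 in the healthy plant. Some other arthropod members without a locus name followed the order of the fungal-type products. A tropomyosin (TRIGL_g280780) had 2, 784, 80 and 0 counts in infected replicates 1 to 4 and 0 in the healthy plant. A protein ecdysoneless homolog (TRIGL_g600050) had 2, 153, 14 and 0 against 2. Another (TRIGL_g406700) did not follow it, with 26, 10, 49 and 43 against 28. The infection label stays open too, since 2 of the 4 infected plants were at or below the healthy plant in CPM by library size but 1 with TMM factors, infected replicate 1 and the healthy plant differing by less than their counting intervals.

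PR transcripts of 4 lists together were 0.941, 2.80, 2.89 and 1.19 times the healthy plant in infected replicates 1 to 4. Scaling of the libraries stays open, since its test, a log2 ratio of 1.57 for infected replicate 3 with library sizes alone against 1.53, is void, as TMM factors of 1.07 and 1.04 in infected replicate 3 and the healthy plant could hardly move it. RNA integrity stays open: the median of the 173 members in infected replicate 3 lay above 100% of 10000 such random lists, but the plant was picked for its level. With the RNA integrity covariate the chitinase and PR-10 calls by camera were lost (adjusted p = 0.868 and 0.830). Transcripts of other organisms stay open as a partial cause, since with Eucalyptus names only the log2 ratio was 1.38, or 89.8% of the value, just under the 90% that would exclude them, and 92.1% in infected replicate 2. The infection label stays open too, as 1 of 4 infected plants was at or below the healthy plant.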

How the results depend on the processing

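The quasi-likelihood test called 0 transcripts under every scaling, filter, covariate and left-out replicate tried, and 0 with limma-voom, with 1004 to 2144 transcripts at an unadjusted p under 0.05. The tools differed, with 820 calls by DESeq2, 2 by the edgeR exact test with a common dispersion on 5 plants (0 with CPM above 1 in at least 2 plants and 23 with Eucalyptus-named transcripts alone, 22 of them lower in infected plants, both chosen after the data were seen) and 379 by that exact test on the healthy plant and infected replicates 3 and 4, a fit chosen after the data were seen. In the simulation with this dispersion the quasi-likelihood test found no change, so 0 calls says nothing of absence. Camera called 9 lists, and of these 5 were called without a filter, 0 with an estimated correlation and 0 by fry. When an infected replicate was left out 4 to 12 lists were called in all, of which 8, 4, 4 and 7 were among the 9 without infected replicates 1 to 4 in turn. WRKY factors and receptor-like kinases were called in all fits with the preset correlation, and with the RNA integrity covariate 7 lists were called, 3 of them among the 9. The photosynthesis list turned higher with the RNA integrity number as a covariate (adjusted p = 0.255) and with infected replicates 2 and 3 left out together (adjusted p = 0.475, chosen after the data were seen), and the cause was not tested. Of 1427 log2 fold changes of 75 transcripts under alternatives, 59 passed the threshold, and the direction of most could hardly turn, as they were picked for small p or large differences. Only ergosterol biosynthetic protein 28 (TRIGL_g337690) turned to -1.88 with the RNA integrity covariate.

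Over all transcripts in place of 500 the mean distances were 1.81 between healthy and infected and 2.03 between infected plants, since transcripts with small differences enter. Infected pairs lay closer together than healthy and infected pairs without infected replicate 1 or 4 and with Eucalyptus-named transcripts alone (5.76 against 5.85), and farther apart in the other settings. The fungal-type share counted only on transcripts with 10 or more counts in a plant was 0 CPM in infected replicates 1 and 4 and 0.508 in the healthy plant. As a share of RPKM scaled like CPM it was 0.578, 190.0 and 21.4 in infected replicates 1, 2 and 3 and 0.680 in the healthy plant. With each plant set against the other 4, the exact test called 4 for infected replicate 1, 8249 for infected replicate 2 and 2 for the healthy plant, and with Eucalyptus-named transcripts alone 109, 960, 32 and 1 for infected replicates 1 to 4 and 23 for the healthy plant. At an adjusted p under 0.01 the authors' deposited table held 147 calls. No paired analysis was possible because only 1 plant is healthy. The fit without transcripts of other organisms and their shares of counts were not run, as the annotation names no such organism. Depth limits the fungal-type values of infected replicates 1 and 4 and the healthy plant, which rest on 6 to 22 counts.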

Other observations

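The tests in this part were all chosen after the result was seen. Cellulose synthase subunits 7 and 8 and fasciclin-like arabinogalactan protein 11, known from secondary wall formation and picked here after their values were seen, were more abundant in the healthy plant than in any infected plant. Cellulose synthase subunit 8 (TRIGL_g273050) was at 71.4 CPM in the healthy plant and 7.63, 25.2, 2.98 and 1.89 in infected replicates 1 to 4, and subunit 7 (TRIGL_g206120) at 57.2 and 5.62, 22.0, 2.88 and 1.53. Fasciclin-like arabinogalactan protein 11 (TRIGL_g477430) was at 28.2 and 4.01, 13.6, 1.41 and 0.305 CPM. None passed the edgeR quasi-likelihood test (adjusted p = 0.915 each).

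A set of 9212 transcripts was above 0.5 CPM in infected replicate 2 and had at most 3 counts in infected replicates 1 and 4 and the healthy plant together. They took 6.95% of the counts of infected replicate 2 and 1.13% of those of infected replicate 3, and 79.5% of them had reads in infected replicate 3. A Eucalyptus locus name was carried by 8.24% of them, against 42.3% of all transcripts. Among other fungal products, 7 transcripts of septins and ergosterol enzymes without a Eucalyptus name had 56, 2985, 222 and 8 counts in infected replicates 1 to 4 and 12 in the healthy plant.

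The authors' deposited fold changes could come from all 5 plants or from fewer. A refit on the healthy plant and infected replicates 3 and 4 differed from the table by at most 9.15e-09 in log2 fold change over the 31378 transcripts it lists, and a refit on all 5 plants differed by a median of 0.284. The table is therefore that of 3 plants, with a filter of CPM above 1 in at least 2 of them that differs from the stated one, and why infected replicates 1 and 2 are not in it was not tested. With the filter stated by the study, 62020 transcripts were kept here. That is higher than the value quoted from the study above, whose table rests on another filter and on fewer plants. With the stated thresholds and a common dispersion on 5 plants, 2 transcripts were called here. That is lower than the value quoted from the study above. The authors' deposited table, with its other filter and fewer plants, holds 379 calls, which is not the quoted count either. The reason was not tested.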
